A study of Homo sapiens with 3 samples. Its data were reported in "RUNX1 prevents oestrogen-mediated AXIN1 suppression and β-catenin activation in ER-positive breast cancer" (2016).

How the data were processed

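RUNX1 was immunoprecipitated from cross-linked, sonicated MCF7 chromatin with an antibody against RUNX1, and the DNA was made into Illumina libraries and sequenced. The series holds 2 RUNX1 ChIP libraries (replicates 1 and 2), which the study describes as independent experiments, and 1 input library. The labels carry a cell cycle synchronisation protocol for all 3 libraries without saying whether these cells were synchronised, so no cell cycle stage or hormone state is assigned here. According to the submitters' processing notes and the study's methods, the authors aligned the reads to hg19 with Bowtie2 and called peaks in each replicate separately with MACS at default parameters, with the input as control. The versions of Bowtie2 and MACS are not given in the sources used here. Replicates were not pooled. The deposited score of each peak is -10 times the log10 of the MACS p-value of ChIP over input, as the authors' peak caller wrote it. The lowest scores were 50.0 in replicate 1 and 50.03 in replicate 2, which is the default p of 1e-05 on that scale. A fixed p threshold calls more and wider peaks in a deeper library, so list lengths, widths and scores depend on depth. The depth of each library is unknown, since the lists hold no read counts, and the input's reads were not analysed here. Peaks were 1888 bp wide at the median in replicate 1 and 2188.5 bp in replicate 2, and the lists hold no summits, so positions below are peak midpoints.

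Peaks of the 2 lists that overlapped by at least 1 bp were merged into RUNX1-occupied regions. Each overlap joined 1 peak of each list. The worse of a region's 2 ranks, then the mean score, set its combined rank. Midpoints of the paired peaks were 98.5 bp apart at the median and up to 466 bp apart in 90% of pairs, so motif windows of 100 bp to either side miss part of the sites. Genes, transcripts and exons came from GENCODE release 44 mapped to GRCh37, whose sequence matches hg19. A start site is the start of any annotated transcript. The RUNX1 gene of this annotation extends to 37376965 on chromosome 21.

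Overlap and distance were compared with 1000 random placements of the peaks on their own chromosomes with assembly gaps left out. Medians and rank correlations were tested with 100000 permutations. Motifs were searched on both strands within 100 bp of each midpoint and in equal windows 2 kb to either side. Each of 13 motifs was tested with an exact McNemar test against each flank, and the larger p was kept. The oestrogen response element allowed 2 mismatches in its fixed bases, and the GRHL, ETS and CTCF motifs allowed 1. For each of 9 gene lists, genes with a region within 50 kb of a start site were compared with all other protein-coding genes by Fisher's exact test. Benjamini-Hochberg adjustment was applied over the motifs, lists or classes of a family, and the threshold was an adjusted p of 0.05. Tests are two-sided unless stated. Wilson intervals at 95% cover counting error only, and bootstrap intervals used 10000 resamples of peaks. To find sequence repeated in the genome, peaks were cut into tiles of 100 bp and aligned back with minimap2 2.31-r1302. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9 were used.

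The procedures were tested on simulated data. For the overlap comparison, 300 of 300 planted shared peaks were found in lists of the real sizes. This checks the counting of overlaps and does not measure how many true shared sites were recovered. For the motif comparison, the core written into 20% of 386 windows gave a mean excess of 17.1 points, and 100% of 100 such runs passed p 0.05, against 0.5% of 200 runs without it. The 0.5% belongs to the simulated windows. How often base composition alone gives a pass in the shared regions (median GC 51.05%) was not measured. For the gene list comparison, lists of 30 genes passed p 0.05 in 73.0% of 200 runs at 20% against 5% of genes near a peak, and in 1.5% of runs without a difference.

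The comparisons, their main settings, the gene lists and the alternatives were fixed before the data were examined, except the alternatives named as added. The text names the first 20 regions by combined rank, every list gene with a region within 50 kb (up to 4 per list in full, closest first) and 19 genes fixed beforehand. Alternatives changed the overlap that counts as shared, the score threshold, the distance to start sites, the random placement, the motif flanks and the replicate used. Peaks called in 1 replicate entered the report through the score comparison, the motif profile and the counts named as such. The input has no peak list of its own.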

Results

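RUNX1 locations were profiled by chromatin immunoprecipitation and sequencing (ChIP-seq) in MCF7 cells, an oestrogen receptor-positive (ER+) human breast cancer line. RUNX1 is a DNA-binding transcription factor of the Runt family, which recognises the core sequence TGTGGT. The series holds 2 RUNX1 ChIP libraries, described by the study as biological replicates, and 1 input library, which entered only through the peak calling. Each replicate came as a list of peaks called with MACS, a program that finds places where ChIP reads pile up over the input. Replicate 1 held 889 peaks and replicate 2 held 980 peaks. Each peak carried the authors' MACS score, which is -10 times the log10 of the peak's p-value. Read totals were not used here, so the depth of each library is unknown. Scores grow with depth and were therefore compared within a list only. Coordinates are those of the human genome build hg19, counted from 1.

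The first comparison asked which places RUNX1 occupied in both replicates. RUNX1 peaks at 386 regions were called in both experiments, and these are called RUNX1-occupied regions below. They included intron 2 of AXIN1, which encodes a scaffold of the β-catenin destruction complex, and the promoter of HES1, a transcriptional repressor in the Notch pathway. They also included an intron of LIMA1, which encodes an actin-binding protein, and the promoters of GREB1 and TFF1, both oestrogen-induced genes. No peak of either replicate lay within 50 kb of GAPDH, the study's negative control locus, where the nearest RUNX1-occupied region was 171 kb away. Most genes share this absence. Of protein-coding genes outside the stem cell list compared below, 3.17% had a region at that distance. For peaks of replicates 1 and 2, the shares were 7.34% and 7.89%. Absence at a single gene therefore does not test specificity. The 386 regions were 43.4% of the peaks of replicate 1 (95% Wilson interval 40.2 to 46.7) and 39.4% of those of replicate 2 (36.4 to 42.5). Random placement of the replicate 2 peaks on their own chromosomes gave a mean of 1.84 overlaps and at most 7 in 1000 placements, so the observed count was 209 times the chance count. The one-sided permutation p was 0.000999, the smallest that 1000 placements can give. Both lists were called against the same input. Random placement also does not copy their base composition (median GC 51.05% in shared regions, 40.6% at random). The fold therefore includes biases the 2 lists share and does not measure RUNX1 binding alone. Requiring the midpoints to lie within 100 bp of each other left 198 regions, and using the stronger 50% of each list left 192.

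The highest-ranked regions were spread over genes of many kinds. The first by combined rank was on chromosome 17 (17348589 to 17351001), between genes and at -30.5 kb from the start site of MED9, a Mediator subunit, with scores of 403 in replicate 1 and 646 in replicate 2. The second lay in an intron of the noncoding RNA LINC01237 on chromosome 2 (242947782 to 242953615; scores 552 and 432). The third was between genes at -10.3 kb from CD180, a Toll-like receptor relative of B cells, on chromosome 5 (66501806 to 66504064; scores 524 and 414). An intron 2 region of LIMA1 on chromosome 12 (50634064 to 50636274) had the highest score of replicate 1, 709, and a score of 326 in replicate 2. The HES1 promoter region on chromosome 3 (193851268 to 193856005) scored 279 and 558, and a further region in LINC02026 on this chromosome, with HES1 as the nearest coding gene, scored 310 and 537. The other regions among the first 20 had their midpoints in KCTD21-AS1, CDH18, NBPF6, CCN4, YBEY, TPRG1, SWI5, LINC00536, FIGN and the unnamed noncoding genes ENSG00000288555 and ENSG00000247011, or between genes with UACA, FASLG and OPA1 nearest. NRIP1, which encodes a corepressor of nuclear receptors, was the coding gene nearest to ENSG00000288555.

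Strong peaks were shared more often than weak ones. In replicate 1 the median score was 94.4 in the 386 shared peaks, among them those at AXIN1 and GREB1, and 66.3 in the 503 peaks called there alone, a difference of 28.1. In replicate 2 the medians were 99.5 and 70.6, a difference of 28.9 (386 against 594 peaks). Both differences gave a two-sided permutation p of 1e-05, the smallest that 100000 resamples can give. Peaks within a list are not biological replicates, so these p-values describe the lists. In replicate 1 the shared percentage was 24.2% in the lowest score quartile and 73.4% in the highest, and in replicate 2 it was 20.4% and 63.3%. Across the 386 regions, the scores of the 2 replicates had a Spearman rho of 0.376 (permutation p = 1e-05). AXIN1 ranked 103 in replicate 1 and 2 in replicate 2, and the ESR1 promoter region stood near the threshold in both, with scores of 53.5 and 51.02.

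**Figure D1:**
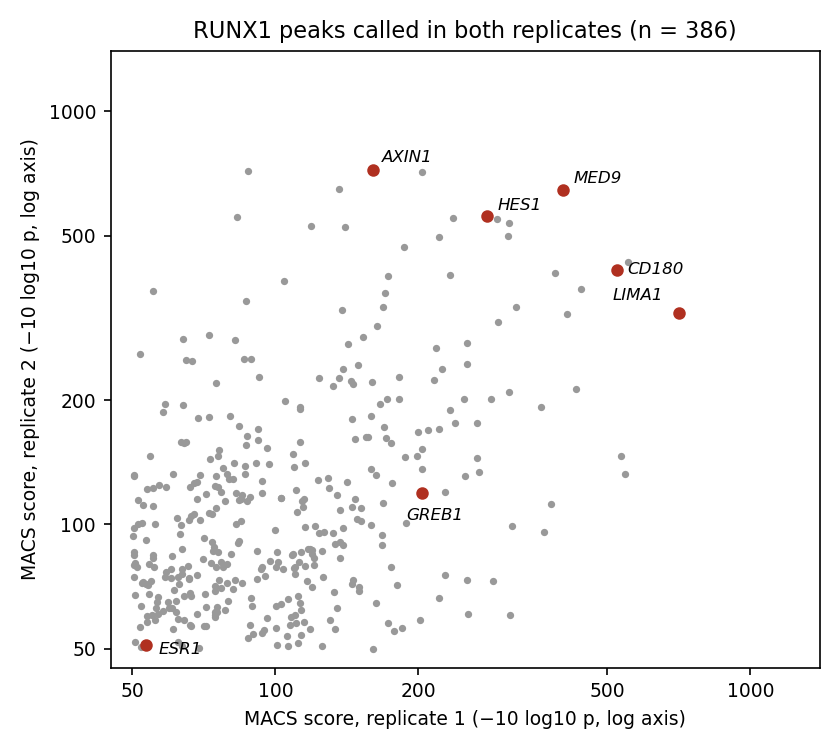
MACS scores of the 386 regions called in both replicates, replicate 1 on the x axis and replicate 2 on the y axis, both in units of -10 log10 p on log axes. Each point is one region, and regions holding or nearest to 7 named genes are in red. The cloud is loose (Spearman rho 0.376), with AXIN1 at 161 and 720 and ESR1 near 50 on both axes.

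AXIN1 was examined in detail because the study took up its second intron. The RUNX1-occupied region covered 376333 to 378691 on chromosome 16, inside intron 2 of the canonical transcript, between exon 2 (396148 to 397106) and exon 3 (364543 to 364683). Its midpoint was 18.8 kb from the nearest annotated AXIN1 start site. The score was 161 in replicate 1 (rank 103 of 889) and 720 in replicate 2 (rank 2 of 980). The region held 6 copies of TGTGGT on either strand, of which 2 lay in TGTGGTGGC, a stretch common to Alu repeats. Only this stretch was looked for, so other copies may also lie in Alu sequence. The peak of replicate 1 ended at 378218, so the copies that start at 378253, 378269 and 378648 lay in the peak of replicate 2 only. The copy closest to the midpoint, at 377448 to 377453, was 61 bp to the left of it (offset -61 bp), within the reference sequence AGGAGGCCTCGCTGTGGTTCCACGCTGCGG on the plus strand.

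**Figure D2:**
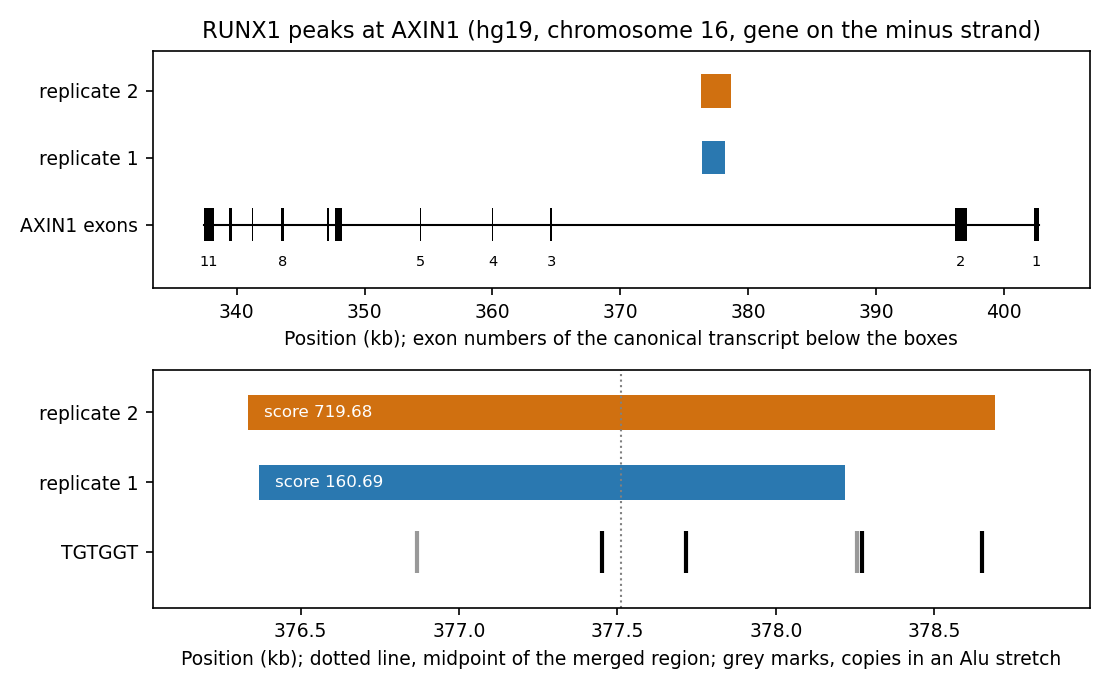
Map of AXIN1 on chromosome 16 of hg19 (upper panel) and of the RUNX1 region (lower panel), with position in kb on the x axes. Boxes are exons and the peaks of each replicate, drawn to scale, and vertical marks are the 6 copies of TGTGGT. Both peaks lie between exons 2 and 3, and one copy is 61 bp from the dotted midpoint.

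The position of RUNX1-occupied regions relative to transcription start sites (TSSs) was compared next. Among the named genes, regions lay at start sites of GREB1 (0.128 kb), TFF1 (0.167 kb) and ESR1, the gene for ERα (0.003 kb). BTRC, which encodes the F-box protein that marks β-catenin for degradation, also had one at its TSS (0.088 kb). In all, 213 of 386 regions (55.2%, 95% Wilson interval 50.2 to 60.1) had their midpoint within 5 kb of a TSS, against 30.3% ± 2.35 (SD over 1000 random placements), a 1.82-fold excess with a two-sided permutation p of 0.001998, the smallest these placements can give. Within 1 kb the count was 126 (32.6%), 3.73 times chance. The median distance to a protein-coding TSS was 10.5 kb, against 32.2 kb by chance. Against windows matched on GC content, 46.6% were within 5 kb by chance, and the excess was 1.19-fold (permutation p = 0.005994).

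**Figure D3:**
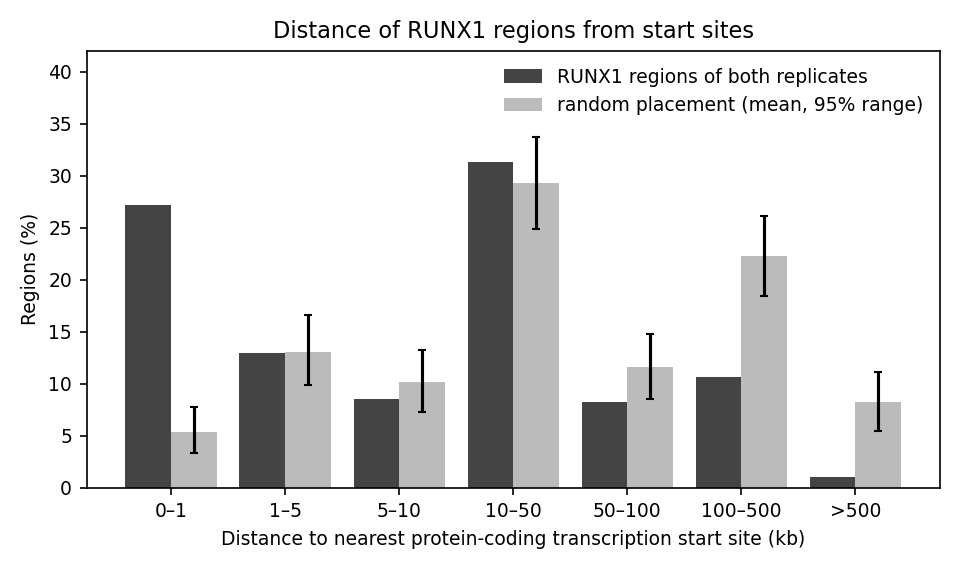
Percentage of the 386 RUNX1-occupied regions (dark bars) and of randomly placed regions (light bars, mean of 1000 placements with their 95% range) by distance in kb to the nearest protein-coding TSS. Regions within 1 kb made up 27.2% against 5.37% by chance, and those at 100 to 500 kb made up 10.6% against 22.3%.

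By annotation class, promoters were the class with the largest excess. Promoter regions (from 1 kb upstream to 100 bp downstream of a TSS) numbered 106 of 386 (27.5% against 5.35% by chance, 5.13-fold), and included HES1, GREB1, TFF1, BTRC and ESR1. Introns held 182 regions (47.2% against 54.9%, 0.859-fold), among them those of AXIN1, LIMA1, TLE3, CBFA2T3, RUNX1, MYLK and LRP5. Intergenic sequence held 82 regions (21.2% against 34.8%, 0.610-fold), including those near MED9, CD180, ELF3, AGR2 and CTSD. Exons held 16 regions (4.15% against 4.94%), TPRG1 among them. After Benjamini-Hochberg adjustment over the 4 classes, the permutation p was 0.003996 for promoters and for intergenic sequence, 0.007992 for introns and 0.551 for exons. Against windows matched on GC content, the promoter excess was 1.86-fold (permutation p = 0.001998), the exon share was 0.476 of chance (p = 0.001998) and the intron share was 0.970 of chance (p = 0.621).

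Sequence motifs were then counted within 100 bp of the midpoints. The RUNX core TGTGGT, present at AXIN1, LIMA1, CD180 and FASLG among others, occurred in 125 of 386 regions (32.4%, 95% Wilson interval 27.9 to 37.2) against 12.6% in flanks 2 kb away, an excess of 19.8 percentage points. The wider RUNX motif TGYGGT, where Y is C or T, occurred in 49.5% against 15.0%. Some motifs of other factors were also more frequent than in the flanks. The forkhead motif of FOXA1 was in 15.0% against 5.57%, and the oestrogen response element, the palindrome bound by ERα, was in 15.3% against 6.99%. The AP-1 motif of FOS and JUN was in 10.4% against 3.37%, and the AP-2 motif was in 11.9% against 4.53%. These 6 of 13 motifs passed an exact McNemar test against both flanks after Benjamini-Hochberg adjustment, with adjusted p of 1.51e-09 (RUNX core), 7.22e-20 (TGYGGT), 0.000219 (forkhead), 0.00713 (oestrogen response element), 0.0168 (AP-1) and 0.0241 (AP-2). The GATA motif, bound by GATA3, was in 21.8% against 20.3% (adjusted p = 0.848), and the CTCF motif was in 1.81% against 2.33% (adjusted p = 1), both by the exact McNemar test. The ETS, TEAD and GRHL motifs, a single arm of the oestrogen response element (AGGTCA) and the control with the RUNX letters reversed (13.0% against 10.1%) did not pass. By the exact McNemar test, ETS passed in the whole list of replicate 1 (7.37 points, adjusted p = 4.26e-06), the single arm there too (adjusted p = 0.0144), GRHL and TEAD in the whole list of each replicate, and TEAD in the stronger 50% of regions (7.51 points, adjusted p = 0.0419). By the same exact McNemar test, AP-2 did not pass against shuffled copies that keep each window's dinucleotides (0.777 points, adjusted p = 1), with flanks at 10 kb (adjusted p = 0.0771) or in the stronger 50% of regions (adjusted p = 0.676), where AP-1 did not pass either (adjusted p = 0.662), and the oestrogen response element did not pass at the midpoint of the stretch both peaks cover (5.57 points, adjusted p = 0.125). Over whole peaks against flanks of equal length, the exact McNemar test was not passed by the RUNX core (84.7% against 83.9%, adjusted p = 0.994), TGYGGT (adjusted p = 0.0531) or the oestrogen response element (adjusted p = 0.609). Windows this long held the core in 83.9% and TGYGGT in 89.1% of flanks. Presence alone then leaves little room for an excess, so this setting cannot decide on the RUNX motifs.

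**Figure D4:**
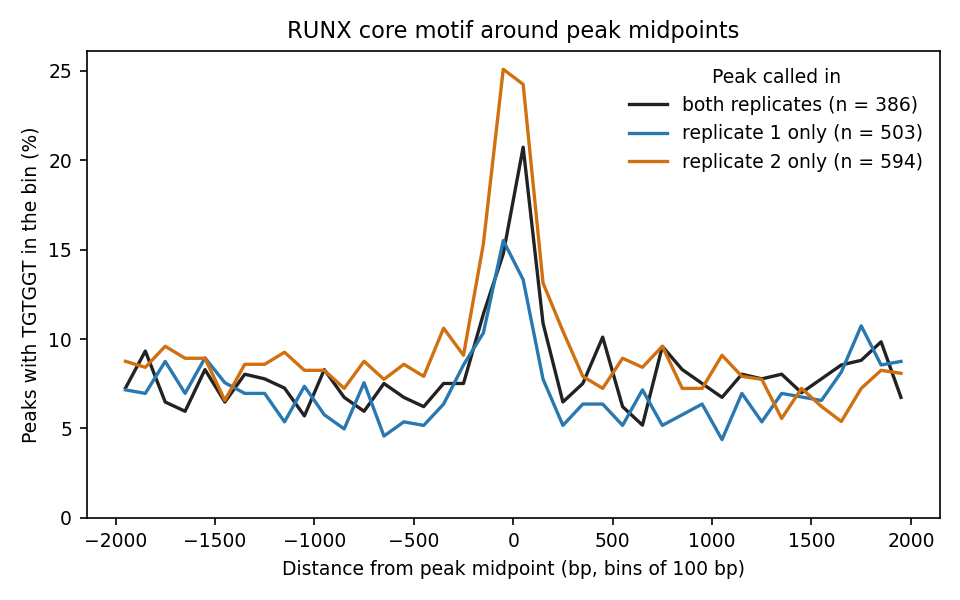
Percentage of peaks with a TGTGGT core in each 100 bp bin (y axis) by distance in bp from the peak midpoint (x axis), for the 386 regions of both replicates, the 503 peaks of replicate 1 only and the 594 peaks of replicate 2 only. All 3 lines rise at the midpoint.

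Gene lists were compared to ask near which kinds of genes RUNX1 was found. Oestrogen-responsive genes were near RUNX1-occupied regions more often than other protein-coding genes. Of 34 such genes, 7 (20.6%) had a region within 50 kb of a TSS, against 3.14% of the others, a 6.56-fold difference (Fisher's exact test, two-sided, adjusted p = 0.000356). They were GREB1 (scores 204 and 119), TFF1 (61.9 and 65.2), IGFBP4, which encodes an insulin-like growth factor-binding protein (80.6 and 84.8 at 5.33 kb), XBP1, a transcription factor of the unfolded protein response (86.9 and 347 at 8.50 kb), CELSR2, CTSD and TFF3. TFF1 and TFF3 are neighbours on chromosome 21, and the region nearest to TFF3 (43782362 to 43784828) also lay within 50 kb of TFF1, so their counts are not independent. Of 28 luminal factors and markers, 4 (14.3%) had a region, a 4.53-fold difference (Fisher's exact test, adjusted p = 0.0335). They were ESR1, the epithelial ETS factor ELF3 (173 and 398 at 4.80 kb), the secreted luminal protein AGR2 (147 and 161 at 14.2 kb) and the keratin KRT7 (56.0 and 62.7 at 40.3 kb). The region counted for KRT7 was a promoter region at -0.24 kb from the start site of KRT80. Its midpoint lay in the noncoding RNA LINC00592. Of 19 RUNX factors and partners, 3 had a region, a 5.0-fold difference (Fisher's exact test, adjusted p = 0.0473). These were the Groucho corepressor TLE3 (168 and 113 at 1.88 kb), RUNX1 itself (86.6 and 156, in an intron, at 11.015 kb) and the corepressor CBFA2T3 (146 and 219 at 13.5 kb). CBFA2T3 and, in the oestrogen-responsive list, TFF3 are loci the study named from these samples, so they are not independent evidence. The luminal and RUNX calls were lost against random lists matched on chromosome (adjusted p = 0.0792 and 0.157) and, by Fisher's exact test, within 10 kb (0.179 and 0.458), 100 kb (0.169 for both) and 500 kb (0.741 and 0.528), the luminal call also in the stronger 50% of regions (0.136) and the RUNX call without replicate 1 (2.67-fold, 0.122). The oestrogen-responsive list passed under all of these settings (permutation test against matched lists, adjusted p = 0.0009), with folds of 2.17 within 500 kb, 4.12 without replicate 1, 13.3 within 10 kb and 14.7 in the stronger 50%. Genes that MCF7 cells do not transcribe were not removed from the other genes, since expression was not used here.

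Genes of the Wnt and β-catenin pathway did not pass the test, with 3 of 46 near a region (2.06-fold, Fisher's exact test, adjusted p = 0.321). These were BTRC (169 and 172), AXIN1 and the Wnt co-receptor LRP5 (66.4 and 105, in an intron, at 23.4 kb). Of 20 basal and myoepithelial markers 1 had a region, the myosin kinase gene MYLK (68.3 and 115 at 3.27 kb; Fisher's exact test, adjusted p = 0.712). No region lay within 50 kb of any of 14 stem cell markers (adjusted p = 1), 37 mitosis and cell cycle genes (adjusted p = 0.812) or 30 haematopoietic RUNX1 target genes (adjusted p = 1), by Fisher's exact test. With 3.17% of other genes near a region, lists of this size cannot show a depletion. Of 6 loci named in the study, 5 had a region within 50 kb, AXIN1, CBFA2T3, MMP17 (172 and 202 at 16.1 kb), LINC00173 (58.9 and 76.7 at 23.5 kb) and TFF3 (75.7 and 85.6 at 48.1 kb). Their fold was 26.5 (Fisher's exact test, adjusted p = 1.67e-06), but the study chose these loci on these samples, so this is not independent evidence. The fold was 12.7 without replicate 1 and 11.4 without replicate 2. AXIN1 in the Wnt list, like TFF3 and CBFA2T3 in theirs, carries the same limit. None of the 6 had a region within 10 kb. The nearest region to LGR6, an R-spondin receptor, was 87.6 kb away, although a peak of replicate 2 alone lay at 49.9 kb.

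**Figure D5:**
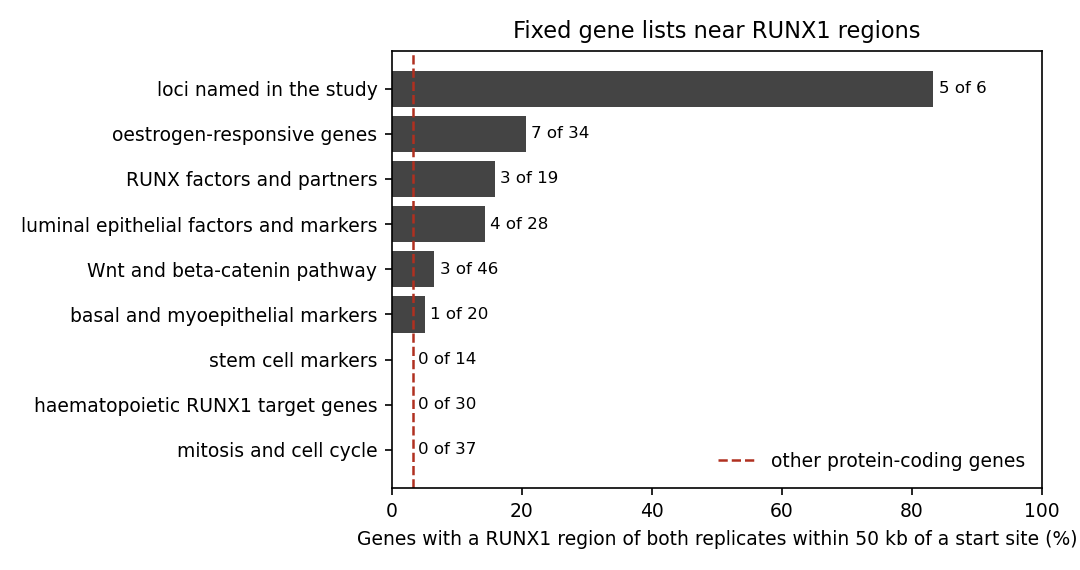
Percentage of genes in each of 9 lists with a RUNX1-occupied region within 50 kb of a TSS (bars, with counts). The dashed line is the mean percentage of other protein-coding genes, near 3%, and the oestrogen-responsive list stands at 20.6%.

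The remaining genes fixed before the data were examined lacked a RUNX1-occupied region within 50 kb. Among stem cell markers, NANOG, SOX2, ALDH1A3, AXIN2 and CD44 had no peak of either replicate at that distance, and CD44 had its closest at 172 kb, in replicate 1. The nearest region was at 126 kb from CCND1, the cyclin D1 gene, 174 kb from LEF1, a β-catenin partner, 1165 kb from MYC and 1129 kb from GATA3. CCND1 had a peak of replicate 2 alone at 6.73 kb. FOXA1 had 2 peaks of replicate 1 alone within 50 kb, the nearer at 45.5 kb.

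RUNX1-occupied regions were dense on chromosomes 21, 19 and 16. Chromosome 21, with TFF1, TFF3, RUNX1, NRIP1 and YBEY, held 17 regions, or 0.484 per Mb of sequence without gaps, against 0.136 per Mb over the genome. Chromosome 19 held 25 (0.448 per Mb) and chromosome 16, with AXIN1, CBFA2T3 and GSE1, held 26 (0.330 per Mb). Chromosome 13 held 0 of 386 regions, which allows up to 0.777% of regions there, although 7 peaks of replicate 1 and 6 of replicate 2 lay on it. MCF7 carries gained and lost chromosome segments, which change both ChIP and input reads, so the densities were not tested against chromosome length, and copy number was not corrected for in the relation with gene density below. The percentage on chromosome 21 was 4.40% of the shared regions, 3.04% of replicate 1 peaks and 2.76% of replicate 2 peaks. Over the 23 chromosomes, region density and protein-coding gene density had a Pearson r of 0.622 (permutation p = 0.00649) and a Spearman rho of 0.627 (permutation p = 0.0016). Without chromosomes 19 and 17, the 2 farthest from the median gene density, r was 0.370 and rho was 0.540. Adjusted over the 2 coefficients, the permutation p-values were 0.00649 and 0.0032.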

Values the study reported

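With oestradiol present, the study found 599 genes whose expression changed when RUNX1 was silenced. Around the start sites of these genes it counted 176 RUNX1-occupied regions, at distances of up to 500 kb to either side. ERα, as located in another MCF7 data set, was also found at 36 of the genes. The second intron of AXIN1 was among the places bound by both factors.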

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

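The tests in this part were fixed before their results were seen, except the split by replicate. RUNX1 peaks called in only 1 replicate are outside the shared set the study kept, yet the RUNX core was in 384 of 1097 of them (35.0%). In these peaks, including one at CCND1 in replicate 2 and those near FOXA1 in replicate 1, the core was 20.3 percentage points more frequent within 100 bp of the midpoint than in the flanks (95% bootstrap interval 17.1 to 23.4). What drew attention is that data outside the main measurement gave a signal above their own control windows. Background at random places as the source of all these peaks is excluded by that excess. Reads from open chromatin without RUNX1 are not excluded, because a core excess does not measure RUNX1 occupancy. Motifs of other factors were also more frequent here than in the flanks. Forkhead was in 13.6% against 5.70%, AP-1 in 9.75% against 2.87% and ETS in 12.7% against 6.75%. Split by replicate, forkhead passed the exact McNemar test in the peaks of each replicate alone. AP-1 passed it in those of replicate 2 alone (13.1% against 2.86%) but not of replicate 1 alone (5.77% against 2.88%). ETS passed it in those of replicate 1 alone (15.5% against 5.67%) but not of replicate 2 alone (10.3% against 7.66%). GATA, CTCF and the reversed control did not pass the exact McNemar test. Sequence repeated in the reference genome, as seen with tiles of 100 bp, is argued against for most of the peaks called in 1 replicate. Only 4.10% of these peaks (3.08 to 5.44) consisted mostly of tiles without a unique match. Sequence with more copies in MCF7 than in the reference was not tested and is left open. The core excess was 1.02 times that of shared regions over both lists (0.769 to 1.43). It was 1.33 times (0.985 to 1.86) in the peaks of replicate 2 alone, but 0.667 times (0.425 to 1.02) in those of replicate 1 alone. The value for replicate 2 is one that RUNX1 sites missing the calling threshold in the other replicate could give, and the interval for replicate 1 leaves that open. Core content does not measure how near a site came to the threshold. In the highest score quartile of replicate 2, only 63.3% of peaks were shared. No biological explanation was tested, because both replicates are of the same group.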

How the results depend on the processing

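Of 230 values recomputed under alternatives, 173 kept their direction and side of the threshold, 20 lost and 12 gained a call, 10 moved and 15 reversed. Alternatives added after seeing the data were GC-matched placement, gene 5′ ends, cores outside the Alu stretch TGTGGTGGC and the midpoint of the stretch both peaks cover. The cause of the changes was not tested. No paired analysis was possible because the input has no list. The overlap stayed at 81.3-fold or more over chance under every placement and overlap rule tried. Shared regions numbered 198 with midpoints within 100 bp and 192 from the stronger 50% of each list. The exon share was 0.747 to 1.10 of chance leaving out each replicate in turn and 0.476 with GC matching; the intron share was 0.917 in the stronger 50% and 0.970 with GC matching. Motifs passing numbered 3 over whole peaks, 10 in peaks of 1 replicate only and 8 to 10 leaving out each replicate. Over whole peaks, where 83.9% of flanks already held the RUNX core, its excess was 0.777 points, with GATA at -4.53, CTCF at 2.98 and the reversed control at -3.37. CTCF was 0.130 with flanks at 10 kb, 0.389 against shuffled copies, 1.46 in peaks of 1 replicate, 1.04 at the added midpoint and 0.918 to 1.12 leaving out each replicate. The reversed control was -1.09 in peaks of 1 replicate and -0.357 to 0.225 leaving out each replicate. Lists passing numbered 1 within 10 kb, 2 within 100 kb, 2 within 500 kb and 2 against chromosome-matched lists. Basal markers were at 0.946-fold within 100 kb and 0 in the stronger 50%, and the study's loci at 0 within 10 kb. The share on chromosome 21 was 2.76% to 3.04% leaving out each replicate. Unknown depth limits any comparison of list lengths.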

Other observations

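Among the tests below, those of clustering, of whole causes, of the points a cause accounts for, of arrays, of core content by score and of the difference between the replicates' own peaks were chosen after the values that prompted them were seen. RUNX1-occupied regions gathered in a few stretches. GSE1, which encodes a protein of corepressor complexes, held 8 regions between 85503731 and 85680090 on chromosome 16, and one of them scored 204 in replicate 1 and 711 in replicate 2. A stretch of chromosome 19 (47103192 to 48152709) with ARHGAP35, BBC3, CCDC9 and BICRA held 6, and the surroundings of ELF3 and PPP1R12B on chromosome 1 held 5. NRIP1, TFF1 with TMPRSS3, HES1 with OPA1, and PABPC1 with YWHAZ had 4 each. In all, 60 of 386 regions had another within 100 kb, against 13.6 ± 4.92 (SD over placements) on the same chromosome (one-sided permutation p = 0.000999) and 35.4 ± 6.96 for placements within 1 Mb (p = 0.001998). Within 500 kb, the spacing that links the stretches above, 147 had another, against 61.8 ± 9.17 on the same chromosome (one-sided permutation p = 0.000999) and 128 ± 9.01 for placements within 1 Mb (p = 0.024). These genes were chosen after their values were seen.

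Some luminal genes had peaks without a shared region. KRT8, KRT18, CDH1 and MLPH had a peak within 50 kb in both lists, but in different places. In all, 11 of 28 luminal genes had a peak in the list of replicate 1 (5.39-fold, Fisher's exact test, adjusted p = 1.24e-05) and 10 in that of replicate 2 (4.55-fold, adjusted p = 0.000111). Each list is longer than the shared set, and 7.29% and 7.85% of other genes had a peak. TFAP2A, which encodes an AP-2 factor (0.305 kb), and the prolactin receptor gene PRLR (0.406 kb) had a peak of replicate 2 alone at a start site, and ERBB3 had a peak of replicate 1 alone at 34.9 kb. Among oestrogen-responsive genes, PDZK1 (0.253 kb), RERG (1.12 kb) and STC2 (1.21 kb) had a peak of replicate 1 alone, and RARA (0.507 kb), FOS (0.861 kb) and SLC7A5 (2.36 kb) had one of replicate 2 alone.

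The RUNX core content differed between the replicates' own peaks. It was in 41.6% of 594 peaks of replicate 2 alone and 27.2% of 503 peaks of replicate 1 alone, a difference of 14.3 points (95% bootstrap interval 8.75 to 19.9; Fisher's exact test p = 6.96e-07). Background among the weaker peaks of replicate 1 is argued against, since the difference was 17.3 points (9.39 to 25.1) in the stronger 50% of each. Promoters made up 34.0% of the peaks of replicate 1 alone and 21.5% of those of replicate 2 alone (Fisher's exact test p = 4.85e-06), but the difference was 15.3 points (5.70 to 25.03) within promoters and 11.2 points (4.33 to 17.9) outside them, and the unlike promoter shares accounted for 2.02 points (0.989 to 3.25). Peaks of 3 or more cores accounted for 2.04 points (1.21 to 2.99), and 12.3 points (6.72 to 18.0) remained without them, so each accounts for less than 7.17 points, which is 50% of the difference. Depth and antibody yield were not tested, nor was a biological explanation, because both replicates are of the same group.

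The strongest peak of replicate 2, with a score of 1178 and none in replicate 1, lay at -12.7 kb from MUC4, a mucin gene, on chromosome 3 (195550212 to 195552899). Within 100 bp of its midpoint the reference is a tandem array with 6 copies of TGTGGT spaced 36 bp apart. An array in CTNND2, which encodes a catenin of cell junctions, had 8 copies (score 265), one in UNC5A had 6 (score 55.6), and one with DRD1 as the nearest coding gene had 5 (score 284). Windows with 3 or more copies were in 20 of 594 peaks of replicate 2 alone, 0 of 503 of replicate 1 alone (a share of up to 0.596% is allowed; Fisher's exact test p = 7.54e-06) and 7 of 386 shared regions. Among the 10 strongest peaks of replicate 1 alone, 0 held a core within 100 bp of the midpoint, and they included the promoters of KMT5B (score 374) and HSPB6 (399.9) and a peak 1.01 kb into GABPB1 (690). They also included one on chromosome 6 (58772812 to 58780515, score 462), 1383.5 kb from the nearest coding start site. Mapping artefacts were not tested for single peaks. Of the 10 strongest peaks of replicate 2 alone, those at MUC4, DRD1, RUNX1, CTNND2 and PTGES held a core and the others did not. Repeat copy number can differ between MCF7 and the reference genome, and was not measured here. Core content did not follow the score, with 27.8% in the lowest and 29.7% in the highest quartile of replicate 1, and 36.7% and 39.2% in replicate 2.

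RUNX1-occupied regions near start sites were weighed against open chromatin and base composition; the promoter regions of GREB1, ESR1, HES1 and BTRC held 0 cores within 100 bp of the midpoint, and that of TFF1 held 1. GC content does not account for the whole excess, which was 1.19-fold over GC-matched windows (permutation p = 0.005994), although it was 1.82-fold without that matching. In the 213 regions within 5 kb of a start site, the core was 13.1 points more frequent than in dinucleotide-shuffled copies (95% bootstrap interval 6.81 to 19.5). This cannot exclude open promoters without RUNX1 as the source. The 213 were not split into promoters, which numbered 106 of all 386 regions, and other sequence, and a core excess does not measure RUNX1 occupancy. The core excess over flanks was 0.482 times that of regions farther away (0.244 to 0.823), so whether open promoters account for a part cannot be told apart from fewer cores at true sites. No biological explanation was tested, since the design has 1 group.

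The oestrogen response element was weighed as a mark of RUNX1 brought by ERα in place of its own motif. Of the 59 regions with the element, 50.8% held TGYGGT, and of the 327 without it 49.2% did. The odds ratio was 1.07 (95% interval 0.589 to 1.93; Fisher's exact test p = 0.888), which argues against a strong shortage of RUNX motifs at matches to the element and leaves a modest one open. Flanks held the element in 6.99%, against 15.3% of regions, so part of the 59 matches may be chance matches. These can hide a shortage at true ERα sites. ERα occupancy was not used, so RUNX1 brought by ERα at such sites is left open.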
